A study of Mus musculus with 6 samples. Its data were reported in "A rare olive compound oleacein functions as a TrkB agonist and mitigates neuroinflammation both in vitro and in vivo" (2024).

How the data were processed

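RNA from the hippocampus of male ICR mice, obtained at 8 weeks of age, was measured on Clariom S Mouse arrays, 6 in all, in 3 groups of 2. Per the labels, control mice received saline by mouth and by injection, LPS mice received saline by mouth and lipopolysaccharide by injection, and OC+LPS mice received oleacein by mouth before the lipopolysaccharide. Groups and replicate numbers were taken from the sample titles alone. The labels do not say whether each array came from a separate mouse, so p-values may rest on technical spread only.

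The deposited values are log2 signals that the authors made from the scanned arrays with SST-RMA (a signal space transformation followed by robust multi-chip averaging) in Transcriptome Analysis Console version 4. The study then compared groups with limma and kept genes with an unadjusted p below 0.05 and a fold change above 2, with a filter on detection above background and a quality limit on the AUC of positive against negative control probes. The deposited table still held all probe sets, and the detection filter was not applied here, since it needs probe-level data. The table held 28846 probe sets, of which 6640 were controls. The other 22206, called genes below, were all tested. A single gene symbol was given for 19572 of them and none for 2634. For the 55 symbols with more than 1 probe set, gene lists used the probe set with the highest mean. No genome build is stated for the table, so no coordinates are given. Arrays have no read depth, and the number of arrays limits the precision: the median standard error of a log2 fold change was 0.38. Of the 22206 genes, 267 shared all 6 of their values with another probe set, so counts hold some repeated measurements.

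All 6 arrays were fitted in R 4.3.3 with limma 3.58.1 as a one-way layout of the 3 groups, with empirical Bayes moderation (9.67 degrees of freedom in all) and no covariate. The 3 contrasts were LPS vs control, OC+LPS vs LPS and OC+LPS vs control. A gene that passed the study's threshold, unadjusted p below 0.05 and fold change above 2, is called here. A second count used Benjamini-Hochberg adjusted p below 0.05 over all genes. In simulated data with these arrays' spread, 100 genes were moved by 1.5 on the log2 scale and 100 others by 3. Of the genes moved by 1.5, 91% passed the study's threshold and 40% the adjusted one. The genes moved by 3 eased the adjusted limit, so 40% overstates the power in data without such genes. Among unchanged genes of that run 407 passed the study's threshold and 6 the adjusted one. To give the number of calls without any effect, 100 data sets with unchanged groups were simulated, and all 45 ways of choosing 2 pairs of arrays to compare among the 6 were fitted.

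Gene lists, 44 in all, covered inflammation, immune and vascular cells, glia, brain regions, neuronal function, growth factor signaling and metabolism. They were fixed, with the contrasts, the tests and the rule for naming genes, before the data were examined. Lists were tested 2-sided with limma's camera at a preset correlation between genes of 0.01, with Benjamini-Hochberg adjustment over the 44 lists of a contrast. The same test was repeated with an estimated correlation, and fry was run beside it. With an estimated correlation camera rests on the 3 residual degrees of freedom, and after adjustment over 44 lists few could pass. A call lost there can thus not be put down to correlated genes alone. Camera compares a list with all other genes. The median log2 change of all genes was -0.12 for LPS vs control, 0.01 for OC+LPS vs LPS and -0.11 for OC+LPS vs control, and a list near 0 could thus stand above the rest. Moving the astrocyte list by 1 on the log2 scale in simulated data gave adjusted p = 8.36e-13 and called 0 other lists. Genes were drawn independently there, so that run cannot show list calls that arise from correlated genes. In the arrays the estimated correlation reached 0.64 in the striatum list.

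Genes were named by a fixed rule. It took the 12 higher and 12 lower called genes with the largest change and no overlap between groups, 2 to 4 members of each list with the smallest p, up to 15 genes in each overlap of opposite direction, and Tnf, Il6, Il1b, Bdnf and Ntrk2 always. The text names part of these. Genes called in opposite directions by LPS against control and by OC+LPS against LPS were counted, and set against simulated groups without an effect that shared the LPS arrays in the same way.

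The alternatives were a fit of the contrast's 4 arrays only, the replicate number as a block, quantile normalization of the deposited values, leaving out the dimmest 25% of genes, empirical Bayes with trend and robust options, an unmoderated equal-variance test, the striatum list's mean per array as a covariate, an estimated correlation in camera, wider lists that add receptors to the interleukins and TNF ligands, and leaving out each array in turn. An array left alone in its group was assumed to vary like the other groups. Leaving out LPS replicate 2 and OC+LPS replicate 2 together was added after the data were seen.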

Results

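Hippocampal RNA was profiled after an inflammatory challenge, with and without oleacein (OC), a phenolic compound of olive. LPS mice received 0.85 mg/kg of lipopolysaccharide (LPS), a bacterial cell wall component that triggers innate immune responses. OC+LPS mice had first received 10 mg/kg of OC by mouth daily for 10 days, and control mice received saline only. The hippocampus was taken 24 hours after the injection, following a tail suspension test, which scores immobility as a measure of depression-like behavior. Each group held 2 arrays, and all log2 fold changes below compare 2 arrays with 2 arrays and carry the limma standard error (SE).

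The median signal of the 22206 genes was 6.53 and 6.82 in control replicates 1 and 2, 6.52 and 6.61 in the LPS replicates, and 6.54 and 6.55 in the OC+LPS replicates. The AUC of positive against negative control probes lay between 0.742 and 0.760 in the 6 arrays, above the study's limit of 0.7. Across genes, which are not independent replicates, the signals of the 2 arrays of a group correlated at r = 0.969 in control, 0.963 in LPS and 0.977 in OC+LPS. In 5 of the 6 arrays the highest correlation was with an array of another group, at r = 0.967 to 0.980. The exception was OC+LPS replicate 2.

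LPS was compared with control to ask which hippocampal transcripts differed a day after the challenge. Markers of the striatum and of oligodendrocytes, the myelin-forming cells, were lower in LPS, and genes that respond to glucocorticoids were higher, by camera at a preset correlation. With an estimated correlation these 3 calls were lost (adjusted p = 0.965 for each list), and 10 of 20, 2 of 16 and 3 of 19 members were called. The test with an estimated correlation rests on 3 residual degrees of freedom in every contrast, so few lists could pass it. Fkbp5, a cochaperone of the glucocorticoid receptor, was higher by 1.74 (SE 0.40), and Zbtb16, a transcription factor induced by glucocorticoids, by 1.84 (SE 0.50). Mog, a protein of the outer myelin surface, was lower at -1.64 (SE 0.38). Cpne6, a calcium-binding protein of excitatory neurons, showed the largest increase of a named gene, 2.88 (SE 0.53).

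At the study's threshold 584 genes were called in LPS vs control, 184 higher and 400 lower. Simulated groups without an effect gave a mean of 388.9 calls (range 323 to 438), and 1113 genes had an unadjusted p below 0.05 where chance gives 1110.3. The 45 ways of comparing 2 pairs of the real arrays spread more widely, with a median of 474 calls and up to 1020. By limma no gene reached an adjusted p below 0.05, the lowest being 0.879, and the unmoderated test also gave 0. Over all genes the arrays of the 2 groups did not overlap in 33.0%, where chance gives 33.3%. The median of all genes was -0.12, and after quantile normalization, which removed that shift, 323 genes were higher and 243 lower. Without control replicate 1 the count was 1455, without control replicate 2 it was 966 (521 higher and 445 lower), and without LPS replicate 1 it was 1886.

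The striatum markers formed the most strongly lowered list, with all 20 measured members below 0 and 10 called lower. Their mean log2 change was -1.91, and camera gave adjusted p = 2.20e-08, against adjusted p = 0.965 with an estimated correlation. Penk, the precursor of enkephalin peptides, was at -4.95 (SE 2.11), Rgs9, a signaling regulator of striatal projection neurons, at -4.60 (SE 1.85), and the dopamine receptor genes Drd2 and Drd1 at -3.08 (SE 1.01) and -1.74 (SE 0.61). The striatum mean of each array, each gene taken relative to its 6-array mean, was 1.22 and 0.93 in control, 0.28 and -1.95 in LPS, and 0.86 and -1.33 in OC+LPS. Penk signal followed the same order, with 17.77 and 17.54 in control, 16.24 and 9.17 in LPS, and 17.09 and 11.23 in OC+LPS. Without LPS replicate 2 the list mean was -0.79 (adjusted p = 0.0572), Penk was at -1.41, Rgs9 at -1.36, Drd2 at -1.56 and Drd1 at -1.08, and none of the 4 genes was called. Penk and Rgs9 also lost their call without either control array, and Drd2 and Drd1 without control replicate 1, at -2.45 and -1.24. The sodium channel subunit gene Scn4b was at -2.31 (SE 0.80) and the phosphodiesterase gene Pde1b at -2.31 (SE 0.92). Pcp4, a calmodulin regulator outside the list, was at -2.21 (SE 0.72). These 3 were at -1.01, -0.83 and -1.37 without LPS replicate 2, and at -1.66, -1.95 and -1.71 without control replicate 1, and in neither case called.

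**Figure D1:**
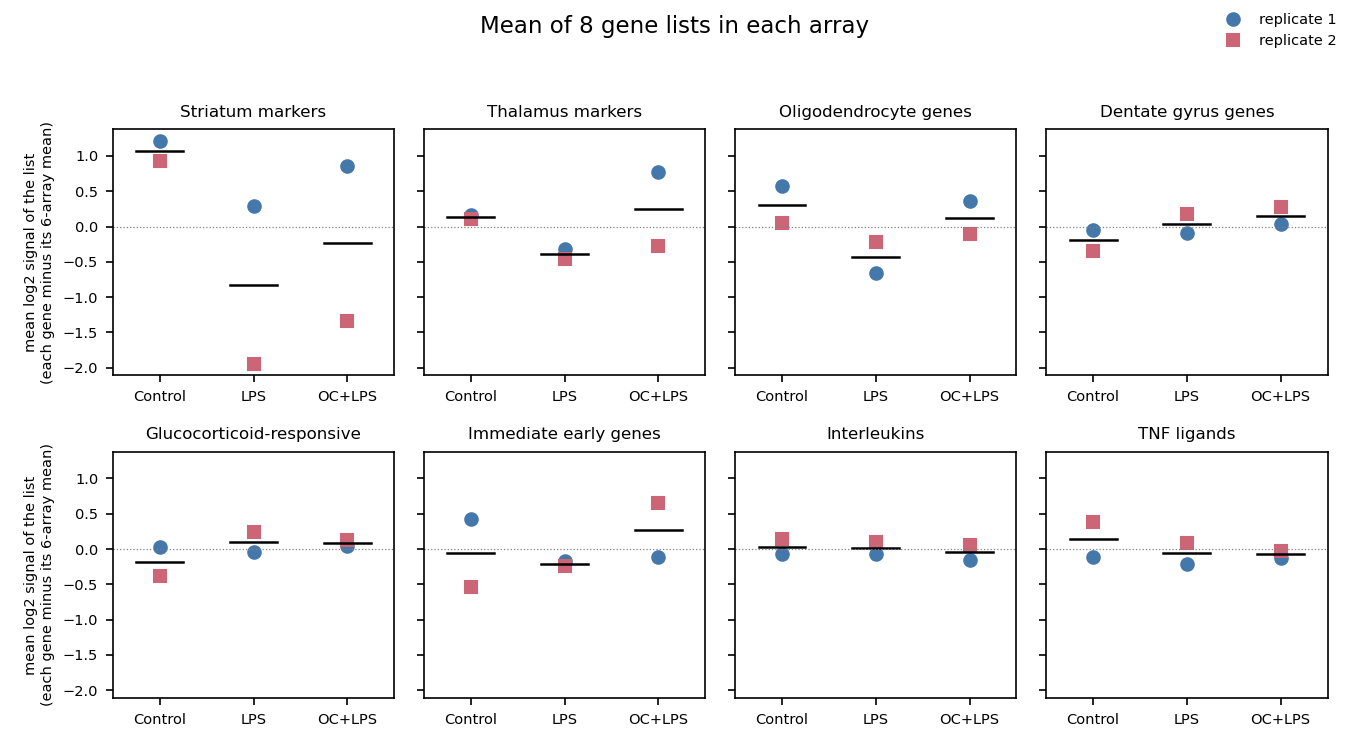
Mean log2 signal of 8 gene lists in each of the 6 arrays, each gene relative to its 6-array mean; circles are replicate 1, squares replicate 2 and bars the group means. The striatum markers lay at -1.95 in LPS replicate 2 and -1.33 in OC+LPS replicate 2, and between 0.28 and 1.22 in the other 4 arrays.

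All 16 measured oligodendrocyte genes had a log2 change below 0 in LPS vs control, and 2 were called, Mog and Ugt8a, an enzyme of myelin galactolipid synthesis. The list mean was -0.74 (camera adjusted p = 3.07e-05), with adjusted p = 0.965 under an estimated correlation, and 1 member passed when adjusted over the list alone, against 0 over all genes. Ugt8a was at -1.23 (SE 0.40), and at -1.04 without LPS replicate 2, when it was no longer called. Mag, another myelin protein gene, was at -1.03 (SE 0.49) and not called. The list call was lost without control replicate 1 (mean -0.48, adjusted p = 0.267) or LPS replicate 1 (mean -0.52, adjusted p = 0.0741). The striatum markers moved in the same direction, but with their mean as a covariate the list was still called (mean -0.70, adjusted p = 0.0120). Genes of oligodendrocyte precursors had a mean of -0.25 with 8 of 10 below 0, and did not pass (adjusted p = 0.775). Astrocyte genes had a mean of -0.31 with 11 of 14 below 0 (adjusted p = 0.691).

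Of 19 measured glucocorticoid-responsive genes 12 were above 0 in LPS vs control and 3 were called higher, Fkbp5, Zbtb16 and Cdkn1a, which encodes the cell cycle inhibitor p21. The mean was 0.28 (camera adjusted p = 0.0230), and adjusted p = 0.965 with an estimated correlation. Adjusted over the list alone 2 members passed. Cdkn1a was at 1.45 (SE 0.54), but at 0.71 without control replicate 2 and 0.92 without LPS replicate 2, and Fkbp5 and Zbtb16 stayed called with any single array left out, Zbtb16 at 1.05 without control replicate 2. The list was no longer called without control replicate 2 (mean 0.07, adjusted p = 0.737) or LPS replicate 2 (mean 0.14, adjusted p = 0.283), or with the striatum mean as a covariate (mean 0.15, adjusted p = 0.406). Ribosomal protein genes, 60 in all, had a mean of 0.14 with 35 above 0 and 0 called (camera adjusted p = 0.00777, and 0.965 with an estimated correlation). Their mean was -0.12 (adjusted p = 0.981) without LPS replicate 2 and 0.01 (adjusted p = 0.0721) without control replicate 1, and -0.01 (adjusted p = 0.640) with the striatum covariate.

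Genes of hippocampal principal neurons came close to the threshold for lists in LPS vs control. The dentate gyrus list had a mean of 0.24 with 11 of 15 members above 0 (adjusted p = 0.0505), and the list of the CA fields a mean of 0.20 with 12 of 18 above 0 (adjusted p = 0.0658). Prox1, the transcription factor of dentate granule cells, was at 1.28 (SE 0.53) and Neurod6, a transcription factor of pyramidal neurons, at 1.17 (SE 0.48), and both were called. Both calls were lost without LPS replicate 2 (0.96 and 0.72) and without control replicate 2 (0.62 and 1.05), and that of Neurod6 also without control replicate 1 (1.29). The thalamus list had a mean of -0.53 with 14 of 16 below 0 (adjusted p = 0.0629). Pmch, a hypothalamic neuropeptide precursor, was called at -2.89 (SE 0.75), with a hypothalamus list mean of -0.38 (adjusted p = 0.775). The cortex list had 1 called higher and 2 called lower of 16, among them Rorb, a transcription factor of cortical layer 4 and thalamus, at -1.40 (SE 0.48) and at -0.74 and not called without LPS replicate 2.

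None of the inflammation lists passed in LPS vs control. Some members lay below the median negative control of every array (6.10 to 6.37). Il23a, Il21 and Cxcl2 were at 4.81, 4.49 and 4.48 in LPS. Others lay above it, such as Ccl25 at 7.92, and the share of each was not counted. A list that did not pass is thus weak evidence of no change. The 38 interleukin genes had a mean of -0.02, the 38 chemokines -0.16, the 30 genes of the acute LPS response -0.06 and the 28 interferon-stimulated genes -0.11, with adjusted p of 0.691, 0.870, 0.920 and 0.920. For the interleukin, acute response and interferon lists the test pointed up although the means were below 0, because the median of all genes was lower still. The TNF ligand list was at -0.20 (adjusted p = 0.813), homeostatic microglia at -0.13 (adjusted p = 0.920), reactive astrocytes at a mean of 0.01 and a median of -0.04 (adjusted p = 0.775) and antigen presentation at 0.00 (adjusted p = 0.775). Single members were called in both directions. H2-K1, a class I histocompatibility gene, was higher at 1.39 (SE 0.34) and stayed called with any single array left out. The acute-phase inhibitor Serpina3n, a marker of reactive astrocytes, was at 1.52 (SE 0.55), and at 0.81 and not called without LPS replicate 2. C1qa, a subunit of the first complement component, was at 1.39 (SE 0.56), with a signal of 7.76 in LPS replicate 2 against 5.25 to 6.02 in the other 5 arrays, and at 0.43 and not called without that array. In those 5 arrays C1qa lay below the median negative control. The interferon-induced GTPase Mx1 was lower at -1.08 (SE 0.37), the complement factor Cfb at -1.04 (SE 0.34) and the death ligand Fasl at -1.01 (SE 0.37). The control and LPS means of these 3 genes lay between 3.24 and 5.82, below the median negative control (6.10 to 6.37). Their changes thus rest on signal at background. Each of these 3 calls was lost with some single array left out, at -0.79 for Mx1 without control replicate 1, -0.92 for Cfb without control replicate 2 and -0.74 for Fasl without LPS replicate 1. Quantile normalization also ended the calls of Cfb, at -0.96, and Fasl, at -0.93.

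Outside the lists, the higher genes in LPS vs control included Mid1, an X-linked ubiquitin ligase, at 2.19 (SE 0.64), the scaffold protein gene Iqgap2 at 2.09 (SE 0.53), the sialyltransferase gene St6galnac5 at 2.37 (SE 0.85) and Shisa6, a regulator of glutamate receptors, at 1.86 (SE 0.56). Iqgap2 stayed called with any single array left out, at 1.32 without LPS replicate 2. Mid1 was at 1.14 without control replicate 2, St6galnac5 at 1.09 without control replicate 1 and Shisa6 at 1.04 without LPS replicate 2, none of them called. Lower genes included Cdr2, a cytoplasmic antigen of Purkinje cells, at -1.91 (SE 0.45), which stayed called throughout (-1.24 without LPS replicate 2), and Nt5dc3 at -2.02 (SE 0.62), which was at -0.95 without LPS replicate 2. The vascular protein gene Vtn was at -1.31 (SE 0.48), and at -0.71 without control replicate 2. Of 23 genes of the X-linked Btbd35f family, near-identical copies whose probes are hard to tell apart, 9 were called higher, such as Btbd35f16 at 2.66 (SE 0.95). The family mean in each array was 8.27 and 8.84 in control, 8.67 and 11.62 in LPS and 8.09 and 8.69 in OC+LPS, and without LPS replicate 2 none was called higher.

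**Figure D2:**
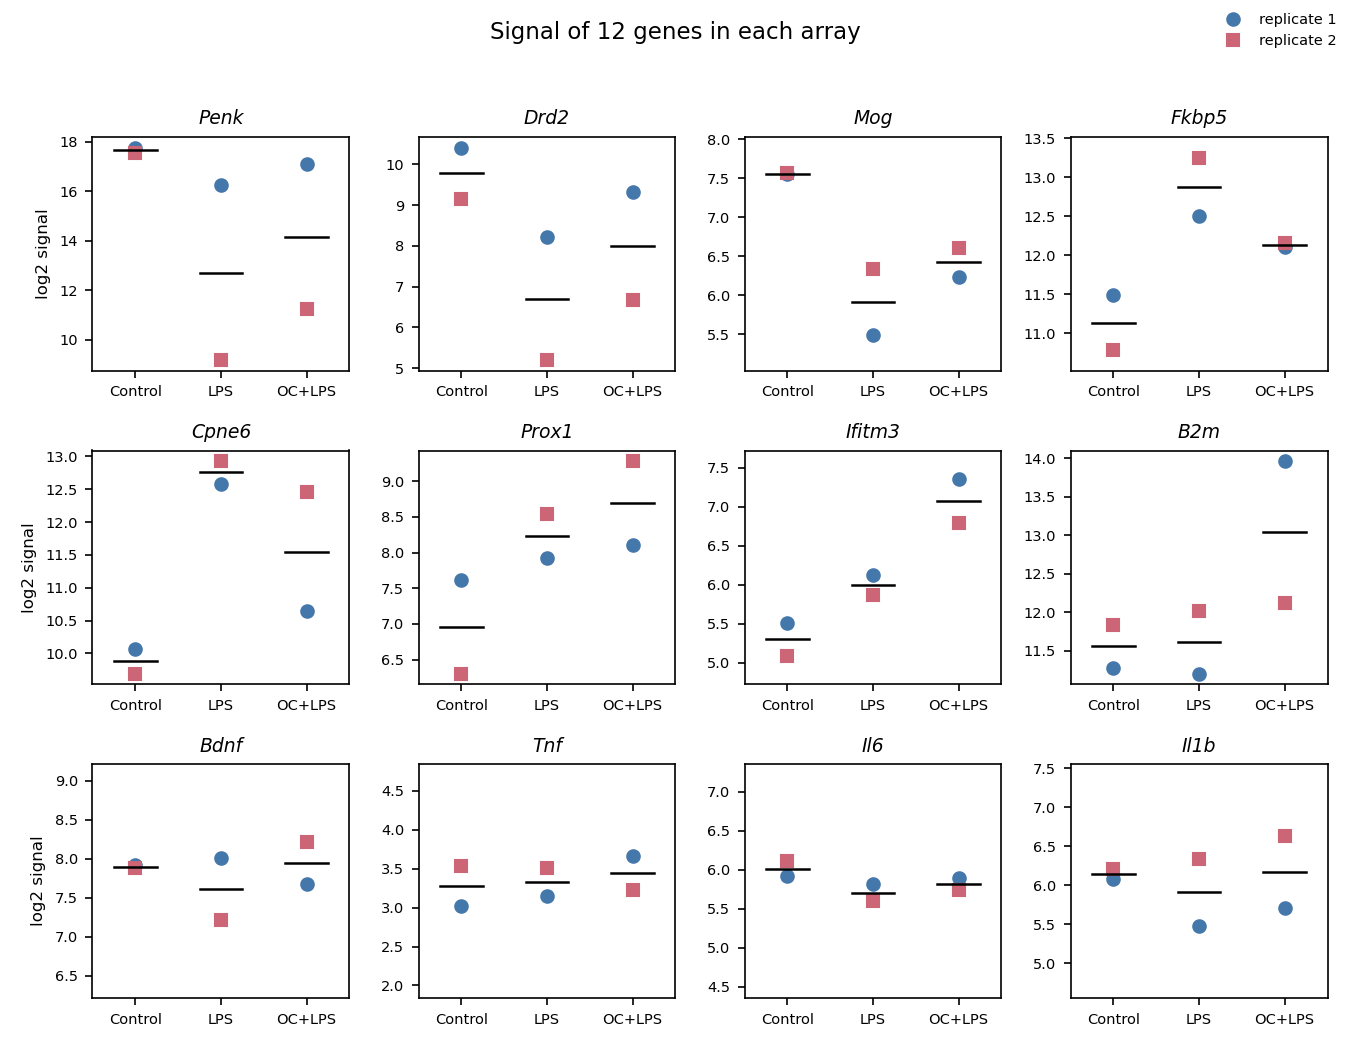
Log2 signal of 12 genes in each of the 6 arrays; circles are replicate 1, squares replicate 2 and bars the group means. Penk was at 9.17 in LPS replicate 2 and 16.24 in LPS replicate 1, and Fkbp5 was higher in both LPS arrays than in both control arrays.

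OC+LPS was compared with LPS to ask which transcripts pretreatment with OC shifted under the same challenge. Oligodendrocyte genes and thalamus markers were higher in OC+LPS, and ribosomal protein genes lower, by camera at a preset correlation. With an estimated correlation these 3 calls were lost (adjusted p = 0.994 for each list), and 1 of 16, 3 of 16 and 1 of 60 members were called. Ugt8a, the myelin lipid enzyme, was higher by 1.47 (SE 0.40), and Vamp1, a synaptic vesicle protein of fast-signaling neurons, by 1.58 (SE 0.40). Ifitm3, an interferon-induced membrane protein, was higher by 1.08 (SE 0.36), and B2m, the light chain of class I histocompatibility molecules, by 1.44 (SE 0.57). Aurkb, a mitotic kinase, was lower at -1.62 (SE 0.43).

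At the study's threshold 372 genes were called in OC+LPS vs LPS, 147 higher and 225 lower, while simulated groups without an effect gave a mean of 385.9 (range 336 to 421). By limma 0 genes reached an adjusted p below 0.05, and 685 had an unadjusted p below 0.05 where chance gives 1110.3. The unmoderated test also gave 0 adjusted calls. Without LPS replicate 1 the count was 1542, and without LPS replicate 2 it was 622 (305 higher and 317 lower). Without OC+LPS replicate 1 the split turned to 252 higher and 236 lower.

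Of the 16 oligodendrocyte genes 15 had a log2 change above 0 in OC+LPS vs LPS and 1, Ugt8a, was called. The mean was 0.56 (camera adjusted p = 1.04e-04), with adjusted p = 0.994 under an estimated correlation. The call was lost without LPS replicate 1 (mean 0.34, adjusted p = 0.163) or OC+LPS replicate 1 (mean 0.32, adjusted p = 0.134), and Ugt8a without the latter was at 0.97 and not called. Opalin, a myelin membrane protein gene, was at 0.79 (SE 0.34) and under the fold limit. The striatum markers moved the same way, at a mean of 0.60 with 18 of 20 above 0, without passing (adjusted p = 0.118). With the striatum covariate the oligodendrocyte mean was 0.55 and still called (adjusted p = 2.35e-04).

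The thalamus list had a mean of 0.64 with 13 of 16 members above 0 and 3 called higher (camera adjusted p = 4.15e-04, and 0.994 with an estimated correlation). The 3 were Prkcd, a protein kinase C isoform abundant in thalamic relay neurons, at 1.72 (SE 0.68), Rgs16, a regulator of G protein signaling, at 1.56 (SE 0.57), and the actin-associated Synpo2 at 1.30 (SE 0.46). Prkcd signal was 10.79 in OC+LPS replicate 1 and at most 9.33 in the other arrays, and the list mean lay at 0.77 in that array against -0.46 to 0.17 elsewhere. Without OC+LPS replicate 1 the list mean was 0.12 (adjusted p = 0.813), and Prkcd, Rgs16 and Synpo2 were at 0.52, 0.74 and 0.86 and not called. Without LPS replicate 2 the list mean was 0.57 (adjusted p = 0.0680). Slc17a6, the vesicular glutamate transporter of thalamic neurons, was at 0.98 (SE 0.41), and at 1.38 and called without LPS replicate 1.

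Immediate early genes, which neurons switch on with activity, had a mean of 0.48 in OC+LPS vs LPS with 15 of 20 above 0 and 0 called. Camera gave adjusted p = 0.0153, and adjusted p = 0.994 with an estimated correlation. Egr1 was at 1.62 (SE 1.01), Junb at 0.92 (SE 0.47) and Fos at 0.79 (SE 0.36). Egr1 signal was 14.38 and 10.78 in the 2 control arrays, 12.81 and 11.79 in LPS and 12.94 and 14.90 in OC+LPS. The list mean was 0.09 (adjusted p = 0.811) without OC+LPS replicate 2, and its call was also lost without LPS replicate 1 (adjusted p = 0.163) or LPS replicate 2 (adjusted p = 0.0941). Ribosomal protein genes had a mean of -0.22 with 43 of 60 below 0 and 1, Rpl37a, called lower at -1.03 (SE 0.36). Camera gave adjusted p = 0.0120 for them, against 0.994 with an estimated correlation. Their mean was 0.04 (adjusted p = 0.870) without LPS replicate 2 and -0.11 (adjusted p = 0.488) without OC+LPS replicate 2, and Rpl37a was then at -0.75 and -0.81, not called.

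No inflammation list passed in OC+LPS vs LPS, with the same limit from members below the median negative control. The interleukin list had a mean of -0.06 with 20 of 38 below 0 and 0 called (adjusted p = 0.703), and the TNF ligands a mean of -0.02 with 8 of 16 below 0 and 0 called (adjusted p = 0.960). With receptors added, 38 of 76 interleukin genes were above 0 (adjusted p = 0.960), and the wider TNF family had a mean of -0.07 (adjusted p = 0.643). Chemokines were at 0.08 (adjusted p = 0.651), the acute LPS response at 0.11 (adjusted p = 0.603), interferon-stimulated genes at 0.17 (adjusted p = 0.298), and complement at 0.24 with 11 of 14 above 0 (adjusted p = 0.233). In the interferon list Mx1 was called higher at 1.22 (SE 0.37) beside Ifitm3. Both lost the call without OC+LPS replicate 1, at 1.08 and 0.80. The LPS and OC+LPS means of Mx1, 4.74 and 5.96, lay below the median negative control of every array (6.10 to 6.37). The change of Mx1 thus rests on signal at background. Ifitm3 signal in LPS, 6.13 and 5.87, also lay below the median negative control of those arrays (6.17 and 6.15). B2m signal was 13.96 in OC+LPS replicate 1 and between 11.20 and 12.12 elsewhere, and its log2 change without that array was 0.51. The chemokine gene Ccl27a was called at 1.19 (SE 0.36), and was at 0.97 without LPS replicate 2. H2-T23, a nonclassical histocompatibility gene, was lower at -1.11 (SE 0.43), and Klrc1, a receptor of natural killer cells, at -1.07 (SE 0.41). The calls of H2-T23 and Klrc1 were lost without LPS replicate 1, at -1.17 and -0.67. H2-T23 signal was 3.35 to 5.08 in the 6 arrays, below the median negative control of each (6.10 to 6.37), so its change rests on background. Lists tied to the neurotrophin, PI3K-AKT and MAPK pathways were at 0.16, 0.11 and 0.11 with 0 called members and adjusted p of 0.589, 0.589 and 0.854.

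Further higher genes in OC+LPS vs LPS were Nt5dc3 at 2.33 (SE 0.62), the tubulin-folding cofactor gene Tbce at a fold change of 2.83, the F-box gene Fbxo27 at 1.62 (SE 0.40) and the predicted gene Gm21953 at 1.74 (SE 0.33). These 4, Vamp1 and Aurkb stayed called with any single array left out, Nt5dc3 at 1.26 without LPS replicate 2. The pyruvate dehydrogenase phosphatase gene Pdp1 was at 1.65 (SE 0.61), and at 1.01 and not called without LPS replicate 2. Rorb was at 1.46 (SE 0.48), and at 0.80 without LPS replicate 2. Among lower genes were Vmn2r32, a vomeronasal receptor gene, at -1.72 (SE 0.43), and Htr3a, a serotonin-gated channel of interneurons, at -1.01 (SE 0.36). Htr3a was at -0.72 and not called without OC+LPS replicate 1. Spin2e, an X-linked multicopy gene, was at -2.02 (SE 0.65) and 16 of the 23 Btbd35f genes were called lower, such as Btbd35f19 at -2.20 (SE 0.88). Without LPS replicate 2 Spin2e was at -0.81, Btbd35f19 at -0.44 and 0 of the family were called.

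Genes called in opposite directions by the 2 contrasts were listed to ask which changes after LPS were opposite under OC. Their numbers lay within the ranges of simulated groups without an effect, given below, so being listed does not show an effect of OC. Higher in LPS and lower in OC+LPS were 46 genes, 28 of them with a symbol, and 9 of these belonged to the Btbd35f family. Aurkb, at 1.40 (SE 0.43) and then -1.62 (SE 0.43), and Cpne6, at 2.88 and then -1.21, were among them. Lower in LPS and higher in OC+LPS were 49 genes, 44 with a symbol, among them Nt5dc3, Ugt8a, Rgs16, Rorb, Mx1, Vamp1 and the zinc finger gene Zfp882. Vamp1 was at -1.38 (SE 0.40) and then 1.58 (SE 0.40), and Zfp882 at -1.27 (SE 0.35) and then 1.49. Zfp882 stayed called in both contrasts with any single array left out, whereas Vamp1 was at -0.88 in LPS vs control without control replicate 1. In LPS vs control Aurkb was at 0.92 without control replicate 2 and 1.01 without LPS replicate 2, and called in neither case. The call of Cpne6 in OC+LPS vs LPS held only with OC+LPS replicate 2 left out, and its change was -0.30 without OC+LPS replicate 1.

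The LPS arrays enter both contrasts with opposite sign, which yields opposite changes without any effect. Simulated groups without an effect gave a mean of 32.9 genes (range 20 to 46) in the first direction and 33.1 (range 21 to 50) in the second, while independent sets of these sizes would share 1.86 and 2.65. Across the 22206 genes, which are not independent replicates, the 2 sets of fold changes correlated at r = -0.58, where the simulations gave a mean of -0.50. Their covariance was -0.114 against -0.0834 in the simulations. Without LPS replicate 1 the 2 overlaps were 413 and 477 genes, and without LPS replicate 2 they were 84 and 123, of which 17 and 15 belonged to the original 46 and 49. The 2 directions fell to 25 and 29 genes without OC+LPS replicate 1, and the first was 27 without control replicate 1 and 88 without control replicate 2. The second was 77 without OC+LPS replicate 2.

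**Figure D3:**
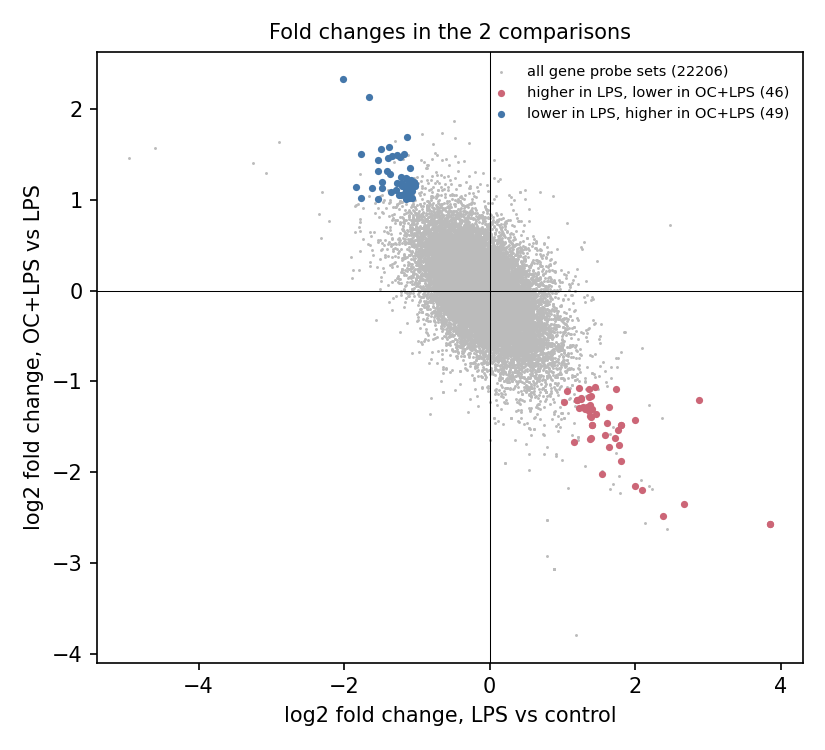
Log2 fold change of each of 22206 genes in LPS vs control (x axis) and in OC+LPS vs LPS (y axis). Red points are the 46 genes called higher in the first and lower in the second, and blue points the 49 called in the opposite directions.

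OC+LPS was compared with control to show what remained different from untreated mice. Striatum markers were lower, and genes of the dentate gyrus, of the glucocorticoid response and of the complement system were higher, by camera at a preset correlation. With an estimated correlation these 4 calls were lost (adjusted p = 0.882 for each list), and 1 of 20, 2 of 15, 2 of 19 and 1 of 14 members were called. Ifitm3 was higher by 1.78 (SE 0.36), the class I gene H2-K1 by 1.29 (SE 0.34) and B2m by 1.49 (SE 0.57). Ifitm3 signal in control, 5.52 and 5.09, lay below the median negative control of those arrays (6.10 and 6.37). Prox1 of dentate granule cells was higher by 1.74 (SE 0.53), and Zbtb16 by 1.38 (SE 0.50). Mog remained lower at -1.14 (SE 0.38).

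At the study's threshold 372 genes were called in OC+LPS vs control, 110 higher and 262 lower, against a mean of 387.0 (range 341 to 433) in simulated groups without an effect. By limma 0 genes reached an adjusted p below 0.05, 731 had an unadjusted p below 0.05 where chance gives 1110.3, and the unmoderated test gave 0 adjusted calls too. The median of all genes was -0.11, and after quantile normalization 183 genes were higher and 129 lower. Without control replicate 1 the count was 1461, and without OC+LPS replicate 1 it was 691 (256 higher and 435 lower). Without control replicate 2 the split turned to 284 higher and 249 lower.

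All 20 striatum markers were below 0 in OC+LPS vs control, and 1, Gnal, the G protein of striatal dopamine signaling, was called at -1.75 (SE 0.74). The list mean was -1.31 (camera adjusted p = 5.94e-05, and 0.882 with an estimated correlation). Without OC+LPS replicate 2 the mean was -0.22 (adjusted p = 0.920) and Gnal was at -0.86, and without control replicate 1 the mean was -1.17 (adjusted p = 0.0760). The dentate gyrus list had a mean of 0.35 with 13 of 15 above 0 and 2 called, Prox1 and the desmosome gene Dsp at 1.14 (SE 0.44). Camera gave adjusted p = 0.00302 for it, and 0.882 with an estimated correlation, and the call was lost without control replicate 2 (adjusted p = 0.473) or OC+LPS replicate 2 (adjusted p = 0.0562). Prox1 was at 1.08 without control replicate 2 and 1.15 without OC+LPS replicate 2, and Dsp at 0.83 without control replicate 2, none of them called. Glutamate synapse genes had a mean of 0.23 with 13 of 19 above 0 and 0 called (camera adjusted p = 0.0191, and 0.882 with an estimated correlation). Their mean was -0.05 without control replicate 2 and 0.03 without OC+LPS replicate 2, and quantile normalization gave adjusted p = 0.0866. With the striatum covariate the dentate gyrus list had a mean of 0.21 and the glutamate synapse list 0.19, both with adjusted p = 0.0766 and no longer called. The CA field list was at 0.18 with 11 of 18 above 0 and 2 called, Neurod6 at 1.33 (SE 0.48) and the synaptic pentraxin Nptx1 at 1.11 (SE 0.40), without passing (adjusted p = 0.0791). Without OC+LPS replicate 2 Neurod6 was at 0.70 and Nptx1 at 0.67.

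The glucocorticoid list had a mean of 0.27 in OC+LPS vs control with 12 of 19 above 0 and 2 called, Zbtb16 and the sulfotransferase gene Sult1a1 at 1.21 (SE 0.37). Camera gave adjusted p = 0.00822, against 0.882 with an estimated correlation, and the mean was 0.06 (adjusted p = 0.871) without control replicate 2. With the striatum covariate adjusted p was 0.0771. Zbtb16 was at 0.59 without control replicate 2, and Sult1a1 was at 0.88 without OC+LPS replicate 2. Complement genes had a mean of 0.26 with 11 of 14 above 0 and 1, C1qb, called at 1.27 (SE 0.45). C1qb signal in control, 5.87 and 5.18, lay below the median negative control of those arrays (6.10 and 6.37). Camera gave adjusted p = 0.0211 for the complement genes, and 0.882 with an estimated correlation. Without OC+LPS replicate 1 their mean was 0.09 (adjusted p = 0.448) and C1qb was at 0.71, and without control replicate 1 the mean was 0.11 (adjusted p = 0.217). Immediate early genes had a mean of 0.33 with 14 of 20 above 0 and 0 called (camera adjusted p = 0.0191, and 0.882 with an estimated correlation). Their mean was -0.15 without control replicate 2 and -0.05 without OC+LPS replicate 2, and with the striatum covariate it was 0.16 (adjusted p = 0.248). Without the dimmest genes it was 0.29 and just missed the call (adjusted p = 0.0501). The interferon-stimulated list did not pass (mean 0.06, adjusted p = 0.191), and 1 member, Ifitm3, passed when adjusted over the list alone.

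Other genes higher in OC+LPS vs control were the glycolipid-anchored protein gene Ly6e at 1.84 (SE 0.63), the protocadherin gene Pcdh9 at 1.80 (SE 0.46), the vascular surface marker Cd34 at 1.73 (SE 0.66) and the iron-binding acute-phase protein Lcn2 at 1.31 (SE 0.48). Lcn2 signal was 7.09 in OC+LPS replicate 1 and at most 5.61 in the other arrays, below the median negative control of each (6.10 to 6.37). Lower genes were Gm6367 at -1.99 (SE 0.48), the RNA-binding protein gene Lin28b at -1.87 (SE 0.46), the retinoid receptor gene Rxrg at -1.64 (SE 0.52), the serotonin transporter gene Slc6a4 at -1.17 (SE 0.38) and the chemokine gene Cxcl13 at -1.17 (SE 0.41). Ifitm3, H2-K1, Pcdh9, Gm6367 and Lin28b stayed called with any single array left out. Cd34 was at 0.65 without control replicate 2, Lcn2 at 0.57 and B2m at 0.57 without OC+LPS replicate 1, Ly6e at 1.36 and Rxrg at -0.94 without OC+LPS replicate 2, Slc6a4 at -0.75 without control replicate 2, Cxcl13 at -0.73 without OC+LPS replicate 2 and Mog at -0.95 without OC+LPS replicate 1. None of these was called then.

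The study measured Tnf, Il6, Il1b and Bdnf by RT-qPCR as well. None of them was called in any of the 3 contrasts here, nor was Ntrk2, the gene of the BDNF receptor TrkB. In LPS vs control Tnf was at 0.05 (SE 0.36), Il6 at -0.31 (SE 0.33), Il1b at -0.23 (SE 0.43), Bdnf at -0.29 (SE 0.39) and Ntrk2 at -0.03 (SE 0.47). The 95% limma intervals reached up to 0.86 for Tnf, 0.43 for Il6 and 0.73 for Il1b, and from -1.16 to 0.58 for Bdnf. In OC+LPS vs LPS Tnf was at 0.12 (SE 0.36), Il6 at 0.11 (SE 0.33), Il1b at 0.26 (SE 0.43), Bdnf at 0.33 (SE 0.39) and Ntrk2 at 0.38 (SE 0.47), and the intervals reached down to -0.70 for Tnf, -0.63 for Il6 and -0.71 for Il1b. Set against the negative control probe sets, the mean signal of Tnf was at percentile 1.57, that of Il6 at 41.9, that of Il1b at 47.6 and that of Bdnf at 81.3. The 3 cytokines thus lay within the range of the negative controls. Ntrk2 lay at percentile 98.6.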

Values the study reported

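The study identified 22,203 probe IDs on the array. Between the LPS and control groups it reported 691 genes at P below 0.05 and a fold change above 2, of which 168 were upregulated and 523 downregulated. Between the OC+LPS and LPS groups it reported 219 such genes, with 113 upregulated and 106 downregulated. It counted 11 genes that LPS raised and OC+LPS lowered. By RT-qPCR, with the control group at 1.00, it gave Tnf as 3.36 after LPS and 0.74 after OC and LPS, Il6 as 4.40 and 0.81, and Il1b as 5.27 and 2.06. For Bdnf it gave 0.52 after LPS and 0.89 after OC and LPS.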

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

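Leaving out LPS replicate 2 and OC+LPS replicate 2, the low-striatum arrays, together was the test chosen only after the results were seen. The number of arrays sets the limits here. Pairing by replicate number had no support, as the differences between replicates correlated across genes at r = 0.12, -0.05 and 0.09 between groups, and the unmoderated test gives no value for lists. The striatum covariate gives none for the striatum list, which it sets to 0 by construction. Where a result moved, the cause was not tested unless it is named. The correlation and the striatum mean kept their direction under every alternative that gave a value. The interleukin and TNF ligand means of OC+LPS vs LPS changed sign near 0, from -0.17 to 0.04 and from -0.17 to 0.13, and passed under none.

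The unmoderated test, with fewer degrees of freedom, called 113 genes in LPS vs control, 110 in OC+LPS vs LPS and 79 in OC+LPS vs control, with 7 and 3 genes of opposite direction. An estimated correlation called 0 lists in each contrast, as did fry after adjustment, and the striatum mean of -1.91 then had adjusted p = 0.965. On 3 residual degrees of freedom few lists could pass with an estimated correlation. Lists called in LPS vs control numbered 8 with the 4 arrays of the contrast only, 7 without the dimmest genes and 1 with the striatum covariate. That covariate gave 670 genes and 2 lists in OC+LPS vs control, 29 genes higher in LPS and lower in OC+LPS, and reversed Penk to 0.59 and Rgs9 to 0.19 in LPS vs control, both striatum list members. Leaving out the 2 low-striatum arrays leaves 1 array in each treated group, whose spread is then not measured. The adjusted calls of that fit held repeated measurements. Unnamed probe sets shared 1 change of -6.14 in OC+LPS vs LPS, and others shared 4.49 in LPS vs control. Cwc22, the only such gene with a symbol, was at -7.94 in OC+LPS vs LPS. The lists called in OC+LPS vs LPS were then 7, and the genes of opposite direction 85 and 86.

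Leaving out single arrays gave 561 to 1886 genes in LPS vs control, 417 to 1542 in OC+LPS vs LPS and 404 to 1461 in OC+LPS vs control, with 2 to 8, 1 to 4 and 4 to 10 lists. Genes of opposite direction ranged from 25 to 413 and from 29 to 477, their correlation from -0.79 to -0.38, and the striatum mean from -3.02 to -0.79, with adjusted p = 0.0572 at the latter, without LPS replicate 2. Without both low-striatum arrays the mean was also -0.79, with adjusted p = 3.96e-06. The other total counts stayed within 1.5 times their value under the alternatives that keep every array, but quantile normalization turned the split of called genes from 184 higher and 400 lower to 323 and 243 in LPS vs control, and from 110 and 262 to 183 and 129 in OC+LPS vs control, where it removed the shift of all genes.

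Of 124 named values 88 were called. The number no longer called was 74 with the unmoderated test, 42 with the striatum covariate besides the 2 reversed, 41 without the low-striatum arrays and 11 to 34 without single arrays, most without LPS replicate 2. It was 5 with trend and robust options, 1 with the contrast's arrays only, 1 without the dimmest genes (with 110 unchanged and the rest removed by that filter), 0 with the replicate block and 4 with quantile normalization (Cfb, Fasl, Htr3a and Mog, the last in OC+LPS vs control).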

Other observations

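The tests chosen only after the results were seen are 3, the one on different amounts of striatal tissue among the lower genes, the one on striatal tissue in single arrays and the one on the imbalance in regrouped arrays. The genes of the next 2 paragraphs were also picked after their values were seen, unless the naming rule took them.

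Several transcripts differed widely between the arrays of 1 group. Cwc22, a splicing factor gene with copies that vary in number among mouse stocks, had a signal of 6.46 and 11.23 in the control arrays, 14.24 and 5.82 in LPS, and 6.30 and 6.18 in OC+LPS. Ttr, the thyroid hormone carrier that the choroid plexus makes in quantity, was at 10.03 and 15.31 in control, 13.03 and 17.28 in LPS, and 16.54 and 15.20 in OC+LPS. The choroid plexus list, which includes Ttr, ranked the arrays in the same order. Its mean was -0.42 and 0.18 in control, -0.38 and 0.43 in LPS, and 0.29 and -0.10 in OC+LPS. Between LPS and control the list had a mean change of 0.14 and a median of -0.01 (camera adjusted p = 0.775). Glo1, the glyoxalase gene, had a range of 2.02 over the arrays, with its highest signal in LPS replicate 1 and 10.98 to 11.69 in the others.

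Multicopy families of reproductive and sensory genes held some of the called genes. Of 35 measured Pramel genes, a germline family, 9 were called lower in OC+LPS vs control, with a mean of -0.48. The family mean was 5.71 in control replicate 1 and 6.15 in control replicate 2, so the difference is smaller without the latter. Of 323 vomeronasal receptor genes 19 were called lower and 3 higher in OC+LPS vs LPS, and 14 and 2 were without LPS replicate 2. Of 1091 olfactory receptor genes 16 were called higher and 18 lower in LPS vs control, and 13 and 67 were without LPS replicate 2. Markers of monoamine neurons of the midbrain had a mean of -0.47 in OC+LPS vs control with 7 of 9 below 0 (adjusted p = 0.0791). That difference came from control replicate 2, with a list mean of 0.77, against -0.19 in control replicate 1 and -0.16 and -0.21 in OC+LPS. Cell cycle genes had a mean of -0.18 (adjusted p = 0.787). Bub1, a mitotic checkpoint kinase gene, was at -1.46, and at -0.81 and not called without control replicate 2.

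The first pattern weighed was that 68.5% of the genes called in LPS vs control were lower. After quantile normalization the share was 42.9%. That step removes any shift of all genes, so by itself it cannot tell an array artifact from a general change. The median change of all genes was -0.12 with both control arrays and -0.01 without control replicate 2. The higher overall signal of that array may thus account for the imbalance. Of the 45 ways to compare 2 pairs of arrays 26 were as uneven, the highest other with 83.6% in 1 direction. All 26 included control replicate 2, and without that array the share was at most 62.7%. As many as the 584 calls came from 14 of the 45, the highest other giving 1020, and all 14 included LPS replicate 2. The imbalance and the number of calls thus went with single arrays, and chance could not be excluded for either. Among the lower genes outside the striatum list the median difference between OC+LPS replicates 1 and 2 was 0.19, against -0.29 for the higher genes and -0.02 for all, which lies under the 0.25 set for a contribution of striatal tissue but not within the 0.1 of all genes set for none, so this stays open. A response to LPS stays open and was not tested separately.

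The second was the lower striatum markers in LPS vs control. Striatal tissue in the control dissections stays open, since 100% of the list was lower in LPS and in OC+LPS than in control, but the control arrays differed by 0.29, less than the 0.60 between the means of LPS and OC+LPS. A response to LPS stays open too, since the lower control array lay 0.64 above the higher LPS array but only 0.0705 above OC+LPS replicate 1. LPS replicates 1 and 2 differed by 2.24 and OC+LPS replicates 1 and 2 by 2.19, while the LPS mean fell by 1.91 against control, so striatal tissue entering single dissections in different amounts is a candidate explanation. Between 15 and 19 of the 20 markers were above the median negative control in each array, 0 are on another list, and Penk, Pde10a and Tac1 of this list reached 17.77, 16.17 and 14.61 in single control arrays.

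The third was the set of opposite changes. The covariance of the fold changes, -0.114, was more negative than any of the simulations (-0.0865 to -0.0800), but 7 of the 45 regroupings were as negative and the lowest was -0.161. The LPS arrays shared by both contrasts may thus yield it, and part of the excess over the simulations may come from them too, since 2 arrays cannot be divided into separate sets of 2. Of the 45 regroupings 17 gave as many as the 95 genes of opposite direction, the highest other giving 347, so chance could not be excluded. An effect of OC opposite to that of LPS stays open and untested beyond this.

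The number of genes called in OC+LPS vs LPS here was 372, with 225 lower. These are higher than the values quoted from the study above. Closer to the study's values were the 147 higher genes of that contrast. The same holds for the 584 genes called in LPS vs control, 184 of them higher and 400 lower. Genes higher in LPS and lower in OC+LPS numbered 46. That is higher than the value quoted from the study above, which also applied a detection filter that was not applied here. The 46 are probe sets, of which 28 had a symbol, and 9 of those belonged to the Btbd35f family. The study's value is a count of genes, so the 2 are not counted alike. The probe sets of the RT-qPCR genes lay at percentiles 1.57 (Tnf), 41.9 (Il6), 47.6 (Il1b) and 81.3 (Bdnf) of the negative controls. Their ratios, from 2 arrays per group and another assay than the RT-qPCR, thus carry little information on the size of a change. The array ratio of LPS to control was 1.03 for Tnf, 0.808 for Il6 and 0.851 for Il1b. These are lower than the values quoted from the study above. For Bdnf the ratio of LPS to control was 0.820, and for Tnf that of OC+LPS to control was 1.12. These are higher than the values quoted from the study above. For Il1b the ratio of OC+LPS to control was 1.02. That is lower than the value quoted from the study above. Closer to the study's values were the ratios of OC+LPS to control for Il6, 0.872, and Bdnf, 1.03, under the same limit.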
